# Identification of marginal causal relationships in gene networks from observational and interventional expression data

**DOI:** 10.1371/journal.pone.0171142

**Published:** 2017-03-16

**Authors:** Gilles Monneret, Florence Jaffrézic, Andrea Rau, Tatiana Zerjal, Grégory Nuel

## Abstract

Causal network inference is an important methodological challenge in biology as well as other areas of application. Although several causal network inference methods have been proposed in recent years, they are typically applicable for only a small number of genes, due to the large number of parameters to be estimated and the limited number of biological replicates available. In this work, we consider the specific case of transcriptomic studies made up of both observational and interventional data in which a single gene of biological interest is knocked out. We focus on a marginal causal estimation approach, based on the framework of Gaussian directed acyclic graphs, to infer causal relationships between the knocked-out gene and a large set of other genes. In a simulation study, we found that our proposed method accurately differentiates between downstream causal relationships and those that are upstream or simply associative. It also enables an estimation of the total causal effects between the gene of interest and the remaining genes. Our method performed very similarly to a classical differential analysis for experiments with a relatively large number of biological replicates, but has the advantage of providing a formal causal interpretation. Our proposed marginal causal approach is computationally efficient and may be applied to several thousands of genes simultaneously. In addition, it may help highlight subsets of genes of interest for a more thorough subsequent causal network inference. The method is implemented in an R package called MarginalCausality (available on GitHub).

## Introduction

Causal network inference is of great interest in systems biology, particularly for transcriptomic studies that aim to identify regulatory relationships among genes, i.e., gene regulatory networks. In the context of probabilistic graphical models, several algorithms have been proposed to infer the skeleton of directed, undirected, or partially-directed graphs using conditional independence tests [1, 2], score-based procedures [3–6] or mutual information [7–10]. These skeletons correspond to an equivalence class, i.e. an indistinguishable subset of graphs. Undirected graphs can be used to obtain a supergraph of the skeleton of a directed graph, which is a good starting point to infer causality when the underlying graph is unknown. Several undirected network inference methods, based on the parsimonious estimation of the inverse covariance matrix, have also been proposed for Gaussian graphical models [11, 12]. Although methods based on mutual information can also be used to infer the full graph of undirected networks [13, 14], estimating causal networks with these algorithms tends to be very computationally demanding and applicable only for low-dimensional networks. In addition, such approaches require a significant amount of interventional data to reduce the space of equivalent networks [15]. However, even with a sufficient amount of interventional data, i.e. roughly one knock-out for each gene, a directed acyclic graph (DAG) cannot generally be accurately estimated [16], perhaps due to the heterogeneous coverage of the gene network space [17]. As such, in this work we focus on estimating a few causal effects rather than attempting to infer the full network [18].

In order to reduce the complexity of the parameter search space, a topological ordering of nodes in the graph can be estimated instead of an exact network. As shown by Rau *et al.* [19], a rich set of interventional data allows the node ordering associated with a DAG to be identified. In many transcriptomic experiments, however, only a small number of interventions are available; in this work, we consider the specific case of a knock-out intervention being performed on a single gene of interest. In such a case, only a restricted equivalence class is identifiable [20], and it is reasonable to instead consider a marginal approach to estimate only the causal effects of the knocked-out gene of interest on another set of genes.

To this end, we propose a method to identify downstream causal relationships between a knocked-out gene and all other genes from replicated observational (steady state) transcriptomic data arising from an unknown graph. We first present a brief introduction to graphical models, which we use to define our model and hypothesis. The use of a mathematical operator to describe the intervention process, as defined by Pearl [21], allows the idea of causality to be formally defined in the model. This enables a closed-form expression of the likelihood to be obtained. We then illustrate the interest of our method on a set of simulated data, and we apply it to a set of microarray data from chickens carrying a functional knock-out of the growth hormone receptor gene [22]. The main advantages of the proposed marginal causal approach are that 1) it enables the accurate differentiation of downstream causal relationships from those that are upstream or simply associative; 2) it is computationally efficient, and thus simultaneously applicable to several thousands of genes; and 3) it provides a formal framework for causal interpetation. The proposed method is implemented in an R package called MarginalCausality, freely available on GitHub.

## Materials and methods

### Gaussian causal models

A directed graph G is a set of nodes ***V*** and edges E. For (X,Y)∈E, *X* is said to be a parent of *Y* (*X* ∈ pa(*Y*)), or *Y* a child of *X*, if an edge starts at *X* and points to *Y*. A directed path is a succession of nodes such that each element is a parent of the following node. A graph is said to be acyclic if there is no directed path from a node back to itself. It is then called a DAG.

A probability density *P* can be associated with a DAG. Assuming that all variables are Gaussian, such that the joint probability is a multivariate Gaussian distribution, the following factorization holds for the joint density of the graph:

$$P\left(V\right)=\prod_{V\in V}f\left(V|\text{pa}\left(V\right)\right).$$

Two graphs are said to be Markov equivalent if they have the same joint probability distribution; in this case, they belong to the same equivalence class. The mathematical do(*X* = *x*) operator [21] can be graphically defined by deleting all edges pointing from pa(*X*) to *X*. For the associated probability distribution, this corresponds to replacing the conditional distribution *f* (*X*| pa(*X*)) by **1**_*X* = *x*_.

### Model selection

Consider a graph G where an intervention was performed on a single node of interest *G*. Two kinds of causality can be defined: 1) upstream causality, which refers to edges pointing to *G*; and 2) downstream causality, which refers to edges pointing away from *G*. With the do operator defined above, when an intervention is performed on a single node *G*, it is possible to identify genes with a downstream causal relationship to *G*, i.e. the causal effects of *G* on all of the other nodes in the network (see Fig 1 for an illustration of upstream and downstream causal relationships).

**Fig 1:**
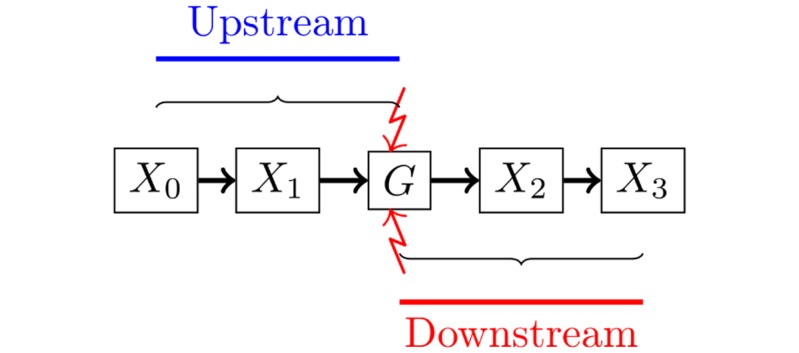
Illustration of upstream and downstream causality. Nodes *X*_0_ and *X*_1_ are both upstream causally related to knocked-out gene *G*, while nodes *X*_2_ and *X*_3_ are both downstream causally related to *G*.

Our goal is to identify genes with downstream causal relationships to a knocked-out gene of interest when the underlying graph is unknown. It is well known that when observational data alone are available, only an equivalence class for the DAG is identifiable [21]. With the addition of interventions, it is possible to reduce this set of equivalence classes, but it is still often not possible to identify a unique DAG. For this reason, we consider a marginal approach to estimate only the causal downstream relationships from a single node of interest.

Using the framework of Gaussian structural equations, three possible cases may be defined for each node *X* of the graph. First, if *X* is a child of the node of interest *G*, the following equation holds:

$$M_{1}:\;X=\mu_{X}+\alpha G+\varepsilon_{X},$$

where *μ*_*X*_ is the residual mean of *X*, *α* is the total causal effect from *G* to *X*, and *ε*_*X*_ is centered Gaussian noise with variance $\sigma_{X}^{2}$. On the other hand, if *X* is a parent of *G*, the following equation can similarly be written:

$$M_{0}:\;G=\mu_{G}+\alpha X+\varepsilon_{G},$$

where *μ*_*G*_ is the residual mean of *G*, *α* is the total causal effect from *X* to *G*, and *σ*_*G*_ the residual standard deviation of *G*. Finally, if *X* is neither a child (descendant) nor a parent (ancestor) of *G*, the model can no longer be expressed in terms of a Gaussian structural equation. However, as the pair of variables *X* and *G* may still be correlated, the pair (*X*, *G*) can be considered to be a random variable following a bivariate Gaussian distribution.

We next must compute the likelihood functions associated with each of these three cases when both observational and interventional data are available. However, as illustrated in Fig 2, even with the availability of interventional data, the causal downstream model and the correlated model cannot be distinguished from one another, as their likelihoods are identical. In Model *M*_1_ (the downstream case), the distribution of *X* under the do operator is needed. In Model *M*_0_ (the upstream or correlation cases), the marginal distribution of *X* must be used. Using the Markov equivalence for observational data, all models can be reparameterized as a downstream model. Our models may thus written as follows:

$$M_{1}:Z_{1}∼N\left(\mu_{1},\sigma_{1}^{2}\right),\;Z_{2}∼N\left(\mu_{2},\sigma_{2}^{2}\right),$$

$$G=Z_{1},\;X=\alpha Z_{1}+Z_{2},$$

$$M_{0}\;:\;{\tilde{Z}}_{1}∼N\left({\tilde{\mu }}_{1},{\tilde{\sigma }}_{1}{}^{2}\right),\;{\tilde{Z}}_{2}∼N\left({\tilde{\mu }}_{2},{\tilde{\sigma }}_{2}{}^{2}\right),$$

$$G=\beta {\tilde{Z}}_{1}+{\tilde{Z}}_{2},\;X={\tilde{Z}}_{1},$$

$$M_{0}:\;\left(\begin{array}{c} G\\ X \end{array}\right)∼N\left(\left(\begin{array}{c} m_{1}\\ m_{2} \end{array}\right),\left(\begin{array}{cc} s_{1}^{2} & \rho s_{1}s_{2}\\ \rho s_{1}s_{2} & s_{2}^{2} \end{array}\right)\right).$$

We can now explicitly write the following equalities:

$$\mu_{1}=m_{1},\;\mu_{2}=m_{2}-\alpha m_{1},\;\sigma_{1}=s_{1},$$

$$\alpha =\rho s_{2}/s_{1},\;\sigma_{2}=\sqrt{s_{2}^{2}-\alpha^{2}s_{1}^{2}},$$

$${\tilde{\mu }}_{1}=m_{2},\;{\tilde{\mu }}_{2}=m_{1}-\beta m_{2},\;{\tilde{\sigma }}_{1}=s_{2},$$

$$\beta =\rho s_{1}/s_{2},\;{\tilde{\sigma }}_{2}=\sqrt{s_{1}^{2}-\beta^{2}s_{2}^{2}}.$$

**Fig 2:**
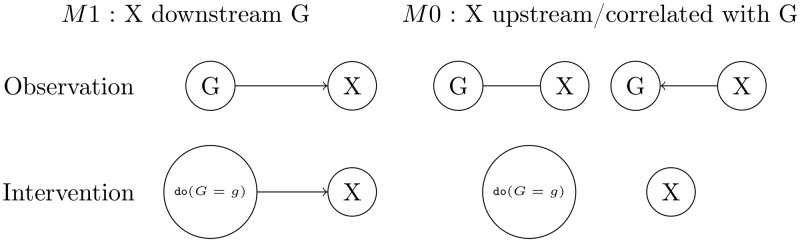
Models given observational or interventional data. Graphical representation of the *M*_1_ (downstream) and *M*_0_ (upstream or correlated) models under observational and interventional data.

We have thus obtained all of the necessary distributions to compute the respective likelihoods for each model: the joint distribution, the conditional distribution of *X* given *G*, and the marginal distribution of *X*, all with the same set of parameters. For simplification, we define {*μ*_*X*_, *σ*_*X*_} and {*μ*_*G*_, *σ*_*G*_} to be the set of residual parameters associated with *X* and *G*, respectively, and *θ* the full set of parameters. We obtain two likelihood functions, where WT (wild type) represents the observational data, and KO (knock-out) the interventional data:

$$\begin{array}{ll} l_{\text{WT}}\left(\theta \right)= & \sum_{k\in \text{WT}}\text{log}\Phi \left(X_{k}|\mu_{X}+\alpha G_{k},\sigma_{X}^{2}\right)+\text{log}\Phi \left(G_{k}|\mu_{G},\sigma_{G}^{2}\right),\\ l_{\text{KO}}^{1}\left(\theta \right)= & \sum_{k\in \text{KO}}\text{log}\Phi \left(X_{k}|\mu_{X}+\alpha G_{k},\sigma_{X}^{2}\right),\\ l_{\text{KO}}^{2}\left(\theta \right)= & \sum_{k\in \text{KO}}\text{log}\Phi \left(X_{k}|\mu_{X}+\alpha \mu_{G},\alpha^{2}\sigma_{G}^{2}+\sigma_{X}^{2}\right),\\ l_{M_{1}}\left(\theta \right)= & l_{\text{WT}}\left(\theta \right)+l_{\text{KO}}^{1}\left(\theta \right), \end{array}$$ (1)

$$l_{M_{0}}\left(\theta \right)=l_{\text{WT}}\left(\theta \right)+l_{\text{KO}}^{2}\left(\theta \right).$$ (2)

Once the likelihoods in Eqs (1) and (2) have been maximized, a Bayes factor can be calculated for each gene to choose the most probable model between *M*_0_ and *M*_1_:

$$B=\frac{P(\text{data}|M_{0})}{P(\text{data}|M_{1})}=\frac{P(M_{0}|\text{data})}{P(M_{1}|\text{data})}\times \frac{P\left(M_{1}\right)}{P\left(M_{0}\right)}.$$

The Bayes factor may then be used to order the nodes according to the strength of the downstream causal relationship with node *G*. If it is greater than 1, model *M*_0_ is preferred, whereas if it is less than 1, model *M*_1_ is preferred.

## Results

### Simulation study

In order to assess the performance of our proposed method, we performed a simulation study to ensure that it correctly distinguishes downstream causality from correlation. We considered a simulation setting similar to the experimental design of the transcriptomic data presented below. For 100 independent genes, we simulated 24 replicates in both the observational and the single-KO interventional data, using a Gaussian framework as presented in the Methods section with either a downstream causal or correlated relationship with the KO gene. For each of the 100 simulations, the Bayes factor was then calculated. Two sets of simulations were performed for each model with the same means and causal effects, but with different residual variances.

Results for the four simulation settings are presented in Fig 3. On the left, data were simulated with *σ*_*G*_ = 0.09, *σ*_*X*_ = 0.15, and on the right, *σ*_*G*_ = 0.3, *σ*_*X*_ = 0.5. This range of values was chosen based on the transcriptomic data presented in the following section, representing small variances (within the lower quantile) and large variances (within the upper quantile), respectively. 

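Residual standard deviations were computed from the liver arrays of 24 wild-type and 24 dwarf hens. Each array was scaled to its 75th percentile on the log2 scale, and the standard deviation of each gene was pooled within genotype. Over 22908 genes the lower quartile of the standard deviation was 0.193, its median 0.278 and its upper quartile 0.404. The 5% and 95% percentiles were 0.125 and 0.714. The paper's smaller value of σ_X, 0.15, lies above the standard deviation of 11.0% of the genes, and the paper's larger value, 0.5, lies above that of 85.4%. The paper's values of σ_G, 0.09 and 0.3, lie above the standard deviation of 0.50% and 55.6% of the genes. GHR, taken as the mean of its 19 probes, had a standard deviation of 0.183 over the 24 wild-type hens, and 27.7% of the genes had a smaller one in the same hens. Its single probes had standard deviations between 0.178 and 0.325 in the same hens. The alternative that moved the median most was keeping probes close to the background, which gave 0.396.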

We note that for small variances, the logarithm of the Bayes factor is strongly negative for the downstream causal model, while it is around zero for the correlation model. A similar pattern is obtained for larger variances, with smaller differences between the correlation and downstream causality cases.

**Fig 3:**
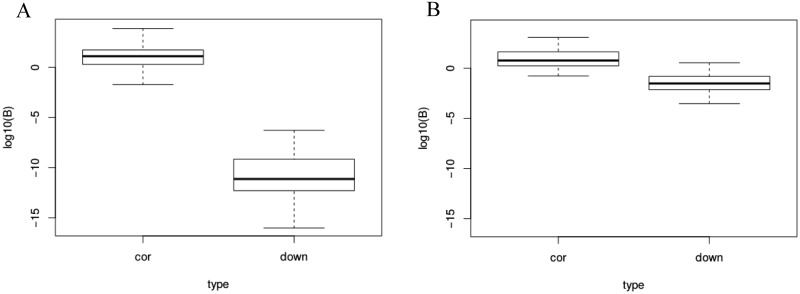
Bayes factor for the correlation (*M*_0_) and downstream (*M*_1_) models. log_10_ Bayes factor for simulated data under the downstream model (“down”) and correlation model (“cor”), with low (left; *σ*_*G*_ = 0.09, *σ*_*X*_ = 0.15) and high (right; *σ*_*G*_ = 0.3, *σ*_*X*_ = 0.5) variance.

In a second simulation, we investigated whether the proposed method is able to identify marginal downstream causal partners from a simulated graph. Data were simulated under a Gaussian structural equation according to the DAG structure presented in Fig 4. We simulated a knock-out intervention on Gene 6 alone; as before, 24 replicates were simulated for both the observational and interventional data for each of the other genes in the network in 100 independent runs. We note that the intervention node, represented in yellow in Fig 4, has several types of relationships with the other nodes: causal upstream ancestors (in blue), downstream causal genes (in red), and simply correlated genes (in green).

**Fig 4:**
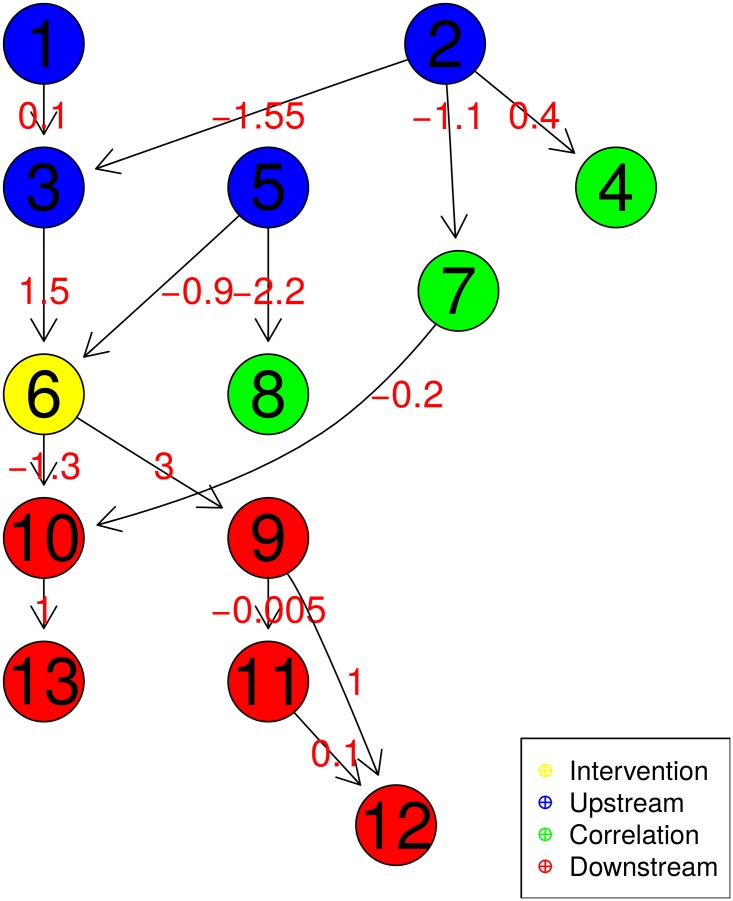
Simulated graph structure. KO interventions were simulated for Gene 6 (yellow) alone. This DAG encompasses various types of relationships with respect to the yellow node: causal upstream ancestors (blue), downstream causal genes (red), and simple correlations (green). Numbers along edges indicate the strength of direct causal effects.

The values of the Bayes factor for each gene in the network are plotted in Fig 5. As before, the more strongly negative the logarithm of the Bayes factor, the more evidence there is for a downstream causal model. We note that for the genes with a truly downstream causal relationship with the KO gene (in red), the Bayes factor indeed tends to be strongly negative. Only node 11 is not detected as a descendent; this can be explained by the weak total causal effect for this node, equal to −0.015 from node 6 (the knocked-out gene) to node 11. These simulations thus confirm the ability of the proposed method to differentiate downstream causal relationships from upstream or simple correlation ones in a directed acyclic graph. An additional advantage of the marginal causal approach is that it provides an estimation of the total causal effect between the KO gene of interest and each of the others. The simulated values for these effects, as well as the estimations obtained for various numbers of replicates are provided in Table 1. The accuracy of the estimation is very robust even with a low number of replicates, with very low variability across simulations. These effects thus appear to be generally well-estimated with the proposed method.

**Table 1:** Estimated total causal effects for simulated graph structure. Mean (standard deviation) of the true and estimated total causal effects over 100 simulations for various numbers of replicates.

Gene	True value	6 WT / 6 KO	12 WT / 12 KO	24 WT / 24 KO	48 WT / 48 KO
1	0.00	0.01 (0.21)	0.04 (0.15)	0.04 (0.10)	0.02 (0.07)
2	0.00	-0.03 (0.06)	-0.04 (0.04)	-0.04 (0.02)	-0.04 (0.02)
3	0.00	0.08 (0.12)	0.10 (0.07)	0.09 (0.05)	0.09 (0.03)
4	0.00	0.00 (0.06)	-0.02 (0.04)	-0.01 (0.02)	-0.02 (0.02)
5	0.00	-0.01 (0.04)	0.00 (0.03)	-0.01 (0.02)	-0.01 (0.01)
7	0.00	0.03 (0.08)	0.05 (0.05)	0.04 (0.04)	0.04 (0.03)
8	0.00	0.04 (0.27)	-0.01 (0.18)	0.01 (0.16)	0.01 (0.10)
9	3.00	2.99 (0.17)	2.98 (0.08)	2.99 (0.23)	2.99 (0.10)
10	-1.30	-1.31 (0.08)	-1.30 (0.05)	-1.30 (0.04)	-1.31 (0.03)
11	-0.02	-0.02 (0.06)	-0.02 (0.04)	-0.01 (0.03)	-0.02 (0.02)
12	3.00	3.00 (0.11)	2.97 (0.24)	3.00 (0.14)	3.00 (0.04)
13	-1.30	-1.32 (0.16)	-1.29 (0.09)	-1.30 (0.10)	-1.31 (0.05)

**Fig 5:**
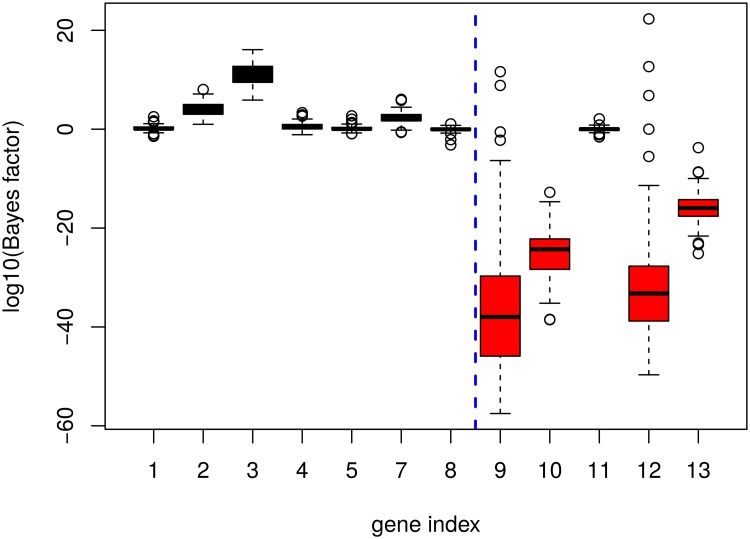
Bayes factor for the simulated graph structure. Results from 100 simulations based on the graph in Fig 4. Nodes simulated under the upstream/correlation model (*M*_0_) appear to the left in black, and those simulated under the downstream model (*M*_1_) appear to the right in red.

In order to compare the results of our marginal causal approach with another marginal (but non-causal) approach routinely used in practice for comparisons between two groups (here, observational and interventional), we also performed a classical differential analysis on the same set of simulated data using the R/Bioconductor limma package [23]. Briefly, limma makes use of a robust moderated two-sample t-test between the observational and interventional samples for each gene, where an empirical Bayes method is used to shrink per-gene sample variances towards a common value. We calculated the area under the receiver operating characteristic (ROC) curve (AUC) over 100 simulations to compare the sensitivity and specificity of the marginal causal approach and the differential analysis to detect downstream causal relationships. Results are presented in Fig 6. We note that for a relatively large number of replicates (10 WT / 10 KO or 25 WT / 25 KO), both methods perform very similarly, with slightly better results for the proposed causal approach. In the simulation setting with a small number of replicates (5 WT / 5 WO), the performance of the differential analysis tends to deteriorate more strongly than that of the causal approach; in particular, the AUC values much lower than in the other settings, with a large variability across the 100 simulations.

**Fig 6:**
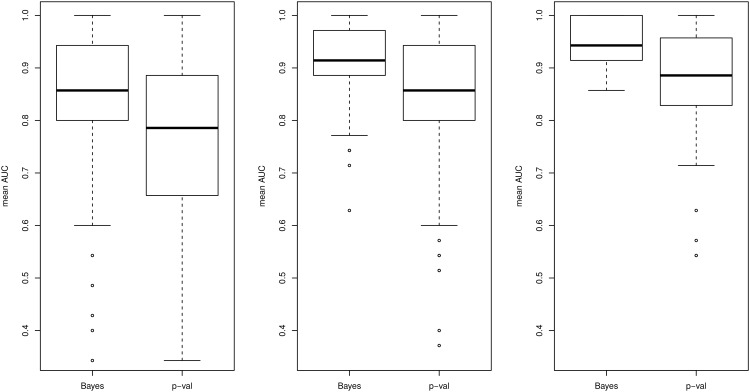
AUC for the simulated graph structure. Results from 100 simulations under three settings (5 WT / 5 KO, 10 WT / 10 KO, 25 WT / 25 KO) based on the graph in Fig 4. “Bayes” (left) corresponds to the causal marginal method, and “p-val” (right) to the *p*-values obtained using limma.

Finally, although our approach focuses on marginal causal effects and not the full network, it is of interest to compare it to a more global network-wide approach. As an illustration, we make use of the Greedy Interventional Equivalence Search (GIES) algorithm, a score-based method to infer the full directed acyclic graph based on observational and interventional data [24]. For this comparison, we focus only on the downstream causal relationships from the KO gene of interest. We use the graph structure in Fig 4 to simulate data as above (100 datasets, with 24 replicates in each of the WT and KO groups), and we define an F-score to assess the performance of each algorithm:

$$\begin{array}{c} \text{R}=\frac{\text{TP}}{\text{TP}\;\text{+}\;\text{FN}}\\ \text{P}=\frac{\text{TP}}{\text{TP}\;\text{+}\;\text{FP}}\\ \text{F-score}=2\frac{\text{R}+\text{P}}{\text{RP}} \end{array},$$

where “TP” corresponds to nodes that were simulated to be downstream of the KO gene and were correctly identified by a given method, “FP” corresponds to nodes that were not simulated to be downstream of the KO gene but were incorrectly identified by a given method, and “FN” corresponds to nodes that were simulated to be correlated/upstream of the KO gene but were incorrectly missed by a given method.

The boxplot of F-scores for each method is shown in Fig 7, as well as the same simulation for upstream/correlation links. As our marginal approach focuses on the downstream links and does not try to infer the topology of a full network, it obtains more consistent results than the GIES algorithm. This suggests that in cases where interest is on the downstream causal links with a single KO gene, attempting to infer a complete network topology may lead to more inaccurate results than focusing on marginal causal effects.

**Fig 7:**
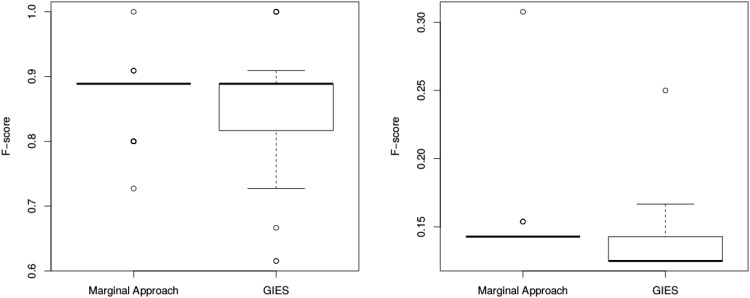
F-score of the marginal causal approach and GIES algorithm. The F-score is based on downstream (left) or not-downstream (right) links. For the marginal approach, a hard threshold of -0.5 is used for the log_10_ Bayes factor to select between models. For the GIES algorithm, the inferred topology is used to classify nodes as downstream or not.

### Real data analysis

We applied our marginal causal method to a set of transcriptomic data in the context of gene regulatory networks [25]. These data were produced at the French National Institute for Agricultural Research (INRA), in a study investigating gene expression differences between wild-type chickens and their siblings carrying a functionally inactive growth hormone receptor (GHR) gene, leading to a dwarf phenotype; in this case, a functional KO refers to a mutation for which the associated protein is generated but can no longer fulfill its role [22]. 

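Liver RNA of 24 dwarf and 24 wild-type hens, 12 weeks old, was hybridized to single-colour Agilent arrays, with 1 hen per array. The arrays came on 6 slides, each with 4 dwarf and 4 wild-type hens. The scanner's intensity of each spot, after the background subtraction and detrending of Agilent's software, was used on the log2 scale. The 75th percentile of each array was subtracted, and the mean of the 48 percentiles was added back, so that 0 stays, on average over arrays, the logarithm of an intensity of 1. Between 30 and 100 spots per array that the scanner's software marked as outliers were left out, and replicate spots of a probe were averaged. A probe was kept when it was well above background on at least 18 of the 24 arrays of either genotype, and the kept probes of a gene were averaged. For the marginal causal method, GHR was the mean of its probes in wild-type hens and was set to 0 in dwarf hens. The maximum likelihoods of the downstream model and of the correlation model have a closed form for a single knocked-out gene, and their ratio gave the log10 Bayes factor, which is negative where the downstream model fits better. The total causal effect was the slope of the gene on GHR over the 48 hens. The differential analysis used limma with empirical Bayes moderation, genotype as the only term and the Benjamini-Hochberg adjustment.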

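Growth hormone acts through its receptor on the transcription of IGF1 in the liver, so IGF1 was examined in both genotypes. Of its 2 probes, the 1 with a position in the array annotation lies on chromosome 1 of the galGal3 genome from 57376084 to 57376143. In wild-type hens IGF1 had a log2 intensity of 9.55 ± 0.66 (SD, n = 24). In dwarf hens neither probe was well above background on any of the 24 arrays. Taking as a floor the lowest signal that was well above background on each dwarf array, IGF1 was at least 61.3-fold lower in dwarf hens. Limma's test used the values without this floor, with a log2 difference of -7.55. It gave p = 3.08e-42 (adjusted p = 7.05e-38), whose size therefore rests on dwarf signals not well above background. All 24 dwarf hens lay below every wild-type hen.

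A list of 25 genes of the growth hormone and thyroid hormone axes and of lipid synthesis was fixed in advance, and 23 of them were tested. STAT5B and LEPR had no kept probe. Over all genes 15 had an adjusted p under 0.05, 10 lower and 5 higher in dwarf hens, and 15 had one adjusted over the list alone. Requiring a signal well above background on all 48 arrays moved the count most, to 12 of the 20 genes then tested, without IGF1, DIO2 and DIO3, which that filter leaves out. CISH had a log2 fold change of -3.18 (SE 0.18, adjusted p = 2.28e-19) and IGFBP4 one of -3.11 (SE 0.16, adjusted p = 5.27e-21), each with all 24 dwarf hens below every wild-type hen. SOCS2 changed by -1.35 and IGFALS by -1.56, with 23 of 24 dwarf hens below every wild-type hen for each gene. DIO2 had a log2 fold change of -5.87 (SE 0.49, adjusted p = 5.72e-14), but its probes were well above background on only 7 to 15 of the 24 dwarf arrays. DIO3 had one of 3.32 (SE 0.37, adjusted p = 2.62e-10), and its probes were well above background on 4 to 22 of the 24 wild-type arrays. The 8 tested genes not past the threshold, SOCS1, SOCS3, JAK2, STAT3, FASN, SCD, ACACA and ME1, had adjusted p-values from 0.0933 to 0.9.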

We considered the mutation of the GHR gene to be an experimental knock-out, and the expression level of the GHR gene was set to a value close to zero for the dwarf chickens. 

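The measured transcript level of GHR, which the knock-out setting replaces in dwarf hens, was read from 19 probes with 13 distinct sequences. The 8 probes with a position in the array annotation lie on chromosome Z of galGal3 between 12923358 and 12988338, and all 19 were well above background on every array. The mean log2 intensity of the probes was 12.23 ± 0.33 (SD, n = 24) in dwarf hens and 11.97 ± 0.18 (SD, n = 24) in wild-type hens. The difference of 0.26 (SE 0.08) had p = 0.00167 in limma's test, an adjusted p of 0.00661 and p = 0.00189 in a two-sided permutation test. All 19 probes were higher in dwarf hens, by 0.20 to 0.33, and 20 of 24 dwarf hens lay above the wild-type mean. Dwarf hens were higher on 5 of the 6 slides, with differences per slide from -0.02 to 0.53. Leaving out each hen in turn gave differences of 0.24 to 0.30. Apart from the single probes, the alternative that moved the difference most was the brightest probe of each gene, which gave 0.32. The spread among dwarf hens was larger than among wild-type hens (permutation test of the variance ratio, p = 0.013), and this p was 0.031 without the dwarf hen with the lowest level. With GHR at 0 in dwarf hens, the distance between the genotypes on this gene is the wild-type level itself, and no hen was measured below 11.26.

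**Figure D1:**
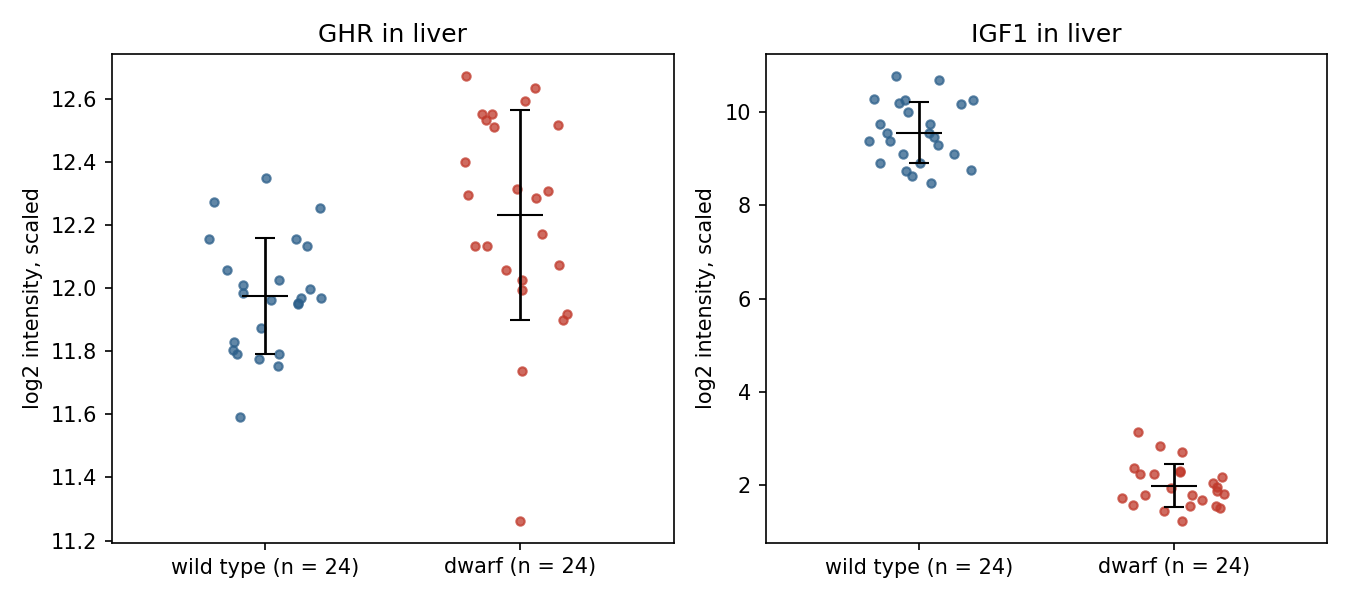
Log2 intensity of GHR and IGF1 in each of the 24 dwarf and 24 wild-type hens, with bars for the mean and SD of each genotype. GHR lies between 11.26 and 12.67 in all hens, and IGF1 lies between 8.48 and 10.76 in wild-type hens and between 1.24 and 3.15, under the background limit, in dwarf hens.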

Customized Agilent microarrays were used to measure gene expression from liver samples taken from 24 wild type and 24 knock-out chickens for 18,855 genes. These data are available at GEO under the GEO accession number GSE91084.

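Each array holds 62976 spots, of which 61657 are not controls and carry 58697 probes. Of these probes, 33272 could be given a current gene symbol through their accessions, gene numbers or older symbols, and the others kept the name of their transcript or sequence. The filter on dim probes kept 40617 probes of 22908 genes, where 9550 genes have a symbol and 14790 are read by a single probe. Requiring a signal on all 48 arrays left 20111 genes. Between 66.7% and 83.1% of the non-control spots of an array were well above background, with a median of 72.9% in dwarf and 72.1% in wild-type hens, and 0 spots were saturated. The 75th percentile of log2 intensity ranged from 9.02 to 9.81 over the arrays. Its mean differed by 0.0057 between dwarf and wild-type hens, less than the spread between arrays (permutation test, p = 0.914). The precision of each mean is limited by the number of arrays.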

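The log10 Bayes factor was computed for 22907 genes, with GHR itself left out. It ranged from -39.99 to 5.27 with a median of -0.483. It was under -0.5, the paper's threshold for its simulated graph, in 11333 genes (49.5%), under 0 in 16697 and over 2 in 136. With the measured GHR level of the dwarf hens in place of 0, 6108 genes had a value under -0.5, the alternative on the same genes and threshold that moved the count most. This alternative removes the knock-out from the model, so its values do not test whether a gene lies downstream. IGF1 had the lowest value, from dwarf signals not well above background. Next came IGF2BP3 on chromosome 2, at -24.2, with a log2 fold change of 1.38 (SE 0.07, adjusted p = 7.45e-22). The other 8 of the 10 lowest among genes with a symbol were SLC26A5, CYP2C18, IGFBP4, SULT, PRAP1, NEGR1, GNAL and MLF1, with log10 Bayes factors from -22.6 to -20.7. In these 10 genes the 24 dwarf hens lay on one side of every wild-type hen. With measured GHR, and so without the knock-out in the model, the log10 Bayes factor was 1.09 for CYP2C18 and 1.42 for MLF1. CYP2C18 was well above background on only 5 to 12 of the 24 dwarf arrays, depending on the probe. One of the 3 probes of NEGR1 was well above background on 0 of the 24 wild-type arrays, and by that probe NEGR1 was at least 29.4-fold higher in dwarf hens.

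The genes with a symbol and the highest log10 Bayes factors were CTCF (4.16), TAF2 (4.00), AP3S2 (3.63), RAD54L2 (3.42) and CYP2W2 (3.16). Their adjusted p-values between genotypes ranged from 0.241 to 0.969. Over the 24 wild-type hens CTCF was correlated with GHR with r = 0.755 (permutation p = 2e-05) and rho = 0.673 (permutation p = 6e-04). Its r was 0.653 without the 2 hens farthest from the median of GHR and 0.770 with slide means removed, but 0.0269 over the 24 dwarf hens. Its log10 Bayes factor ranged from -0.139 to 6.00 over the 19 single GHR probes, with 7 of them under 0.5, and was 0.305 with the brightest probe of each gene. For the other 4 genes r was 0.739 for TAF2, -0.709 for AP3S2, 0.696 for RAD54L2 and 0.712 for CYP2W2, with permutation p-values from 5e-05 to 2e-04. Their rho was 0.651, -0.655, 0.625 and 0.732 (permutation p from 8e-05 to 0.001), and r without the same 2 hens was 0.631, -0.627, 0.606 and 0.541. With slide means removed these r became 0.820, -0.789, 0.725 and 0.666, and over the dwarf hens they were 0.494, -0.103, 0.00907 and 0.53. The lowest log10 Bayes factor over single GHR probes was -0.129 for TAF2, 0.0153 for AP3S2, 0.104 for RAD54L2 and -0.470 for CYP2W2. Over the other alternatives the lowest was 0.351 for TAF2 with measured GHR, 0.811 for AP3S2 in the deposited matrix with GHR at 0 on its own scale, an alternative chosen after seeing the data, 2.32 for RAD54L2 with the brightest probe and 1.38 for CYP2W2 with slide as a block. Such correlations were computed for 22841 genes, and after adjustment 0 had a p under 0.05 in the test of Pearson's r, with 1971 under 0.05 before it. The adjusted p of the 5 genes ranged from 0.0765 to 0.125. The probes of CTCF, and those of AP3S2, differ in the sign of their change between genotypes.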

After standard preprocessing and normalization steps, we aimed to identify genes that are downstream causally related to the GHR gene using the marginal causal method presented in this work. A classical per-gene differential analysis was also performed between wild-type and dwarf chickens using limma [23]. 

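Limma's test was applied to 22908 genes, and 8853 (38.6%) had an adjusted p under 0.05, with 4784 higher and 4069 lower in dwarf hens. At an adjusted p under 0.01 there were 6304, the largest shift among the alternatives that tested genes. With slide as a block there were 9126, and with the day of scanning as a block 9292. The median log2 fold change over all genes was 0.02. Of 3374 called genes with several probes, 3274 (97.0%) had every probe changed in the same direction, and 9 had probes past the threshold in both directions. Among the 50 genes with the lowest p-values, the highest p was 2.45e-19, with 13 genes higher and 37 lower in dwarf hens.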

Fig 8 compares the Bayes factors obtained with the marginal causal method and the *p*-values of the differential analysis. In this case, the results are very similar for the two analyses, with a clear linear trend in the scatter plot. This follows the results obtained in the simulation study for more than 10 biological replicates; the added value provided by the marginal causal method, however, is that it provides a formal interpretation of the differential analysis in terms of downstream causal relationships. 

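Over 22907 genes the log10 Bayes factor and the log10 p-value had a Pearson correlation of 0.984 and a rank correlation of 0.918. These are correlations across genes, which are not independent replicates. The slope of the log10 Bayes factor on log10 p was 0.954. The log10 Bayes factor is the sum of a term from all 48 hens and a term from the wild-type hens alone. The former had a rank correlation of 0.999 with log10 p, while the latter, which grows with the correlation of the gene with GHR among wild-type hens, had a median of 0.149 and a highest value of 5.3. With GHR at 0 in every dwarf hen and near 12 in every wild-type hen, the former is nearly a comparison of the genotypes, like limma's test. Its match with log10 p is therefore largely set by its form. Among genes with an adjusted p of 0.05 or more, r fell to 0.612. In the 10726 genes with log10 p between 0 and -1, the log10 Bayes factor ranged from -0.741 to 5.27. In the 568 genes with log10 p between -10 and -20, it ranged from -18.7 to -6.66. With the measured GHR level in dwarf hens, which removes the knock-out from the model, r over all genes was 0.213. From the linear trend in Fig 8, the paper states that the results of both analyses are very similar.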

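The comparison was repeated on 50 random draws of 5 hens per genotype and on 50 draws of 10 hens per genotype. Across genes, the correlation of the log10 Bayes factor with log10 p had a median of 0.809 with 5 hens and 0.941 with 10 hens. The top 50 genes of both rankings within a draw shared a median of 32 genes with 5 hens and 42 genes with 10 hens. Each draw was also compared with the 50 genes of lowest p over all 48 hens. With 5 hens the Bayes factor recovered 17.3 ± 3.78 of these genes (SD over 50 draws) and the p-value 23.5 ± 3.77. With 10 hens they recovered 30.7 ± 3.31 and 33.6 ± 2.93. The p-value recovered more of them in 49 of 50 draws with 5 hens and in 39 of 50 with 10 hens. Against the 50 genes of lowest Bayes factor over all hens, the p-value recovered more in 47 and 38 of the draws. The reference lists share 48 genes, so the latter is hardly a separate check. The genes truly downstream of GHR are not known here, so these counts measure overlap with the full-set lists and not accuracy. In the paper's simulations, where the true genes are known, the AUC of the differential analysis fell more with 5 replicates than that of the causal approach. The draws share hens with each other and with the full set, so they are not independent.

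**Figure D2:**
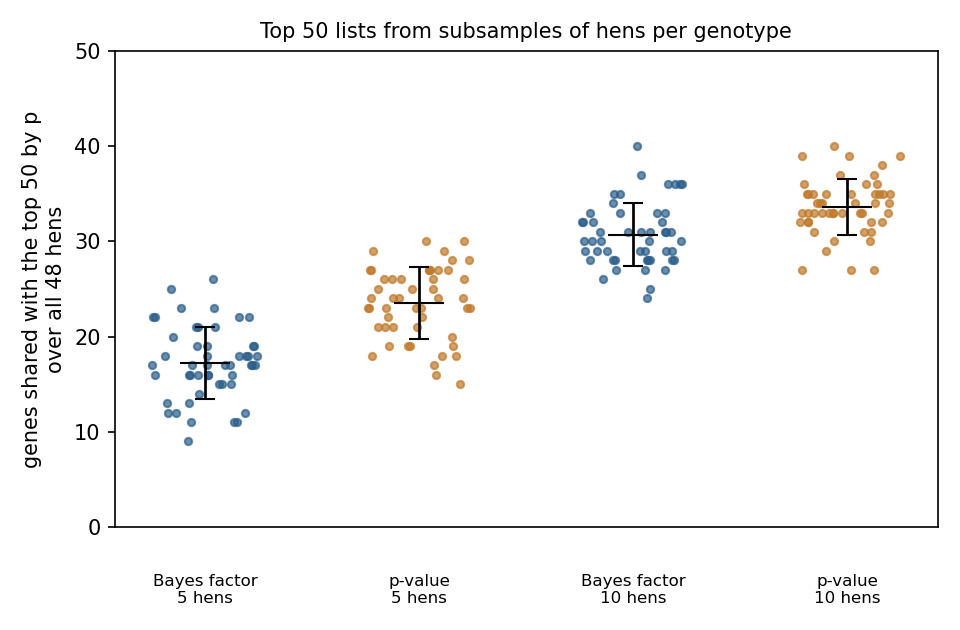
Number of genes shared with the 50 genes of lowest p over 48 hens, for the Bayes factor and the p-value from 5 or 10 hens per genotype, with bars for the mean and SD of 50 draws. The mean rises from 17.3 to 30.7 for the Bayes factor and from 23.5 to 33.6 for the p-value.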

A similar result may be seen in Fig 9, which shows a clear correspondence between the fifty most highly ranked genes according to the Bayes Factor and *p*-values of the differential analysis. 

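The 50 genes with the lowest Bayes factors and the 50 with the lowest p-values had 48 genes in common. HS6ST1, on chromosome 9, was in the list of the Bayes factor and not in that of the p-value, with log10 B = -17.6 and p = 5.28e-19. LOC419409, on chromosome 21, was in the list of the p-value and not in that of the Bayes factor, with log10 B = -17.3 and p = 9.9e-20. Their correlations with GHR in wild-type hens were 0.181 and -0.398. Both were named because each stands in 1 of the lists, after their values were seen. The other gene of each list is a sequence without a symbol. The lists of 20, 100 and 500 genes shared 18, 94 and 468 genes.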

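The 50 genes with the largest absolute total causal effect were the same 50 genes as those with the largest absolute log fold-change. Because GHR is near 12 in every wild-type hen and 0 in every dwarf hen, the total effect is close to a rescaled log2 fold change with the opposite sign, and the correlation between them across genes was -0.99998. The smallest absolute log2 fold change in this list was 2.43. The list shared 15 genes with the top 50 of the Bayes factor and 16 with that of the p-value, and 15 genes stood in all 4 lists. With the measured GHR level in dwarf hens, which removes the knock-out from the model, the total effect and log fold-change lists shared 28 genes and all 4 lists shared 0.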

Interestingly, it also illustrates the similarity in using the estimated total causal effects and the log fold-change values (both in absolute value) to rank genes that are downstream causally related to the GHR gene.

**Fig 8:**
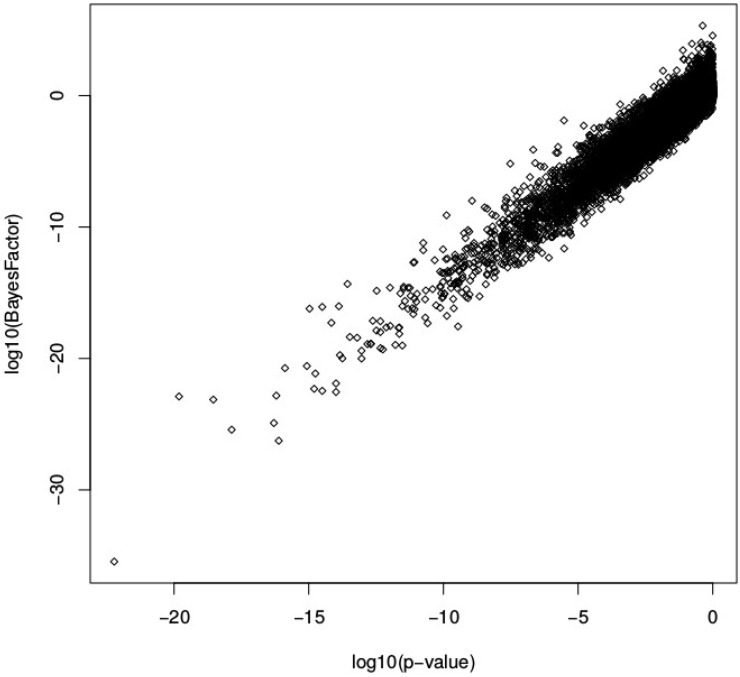
Comparison between the differential analysis and the marginal causal approach on chicken microarray data. Each point corresponds to a gene for which the differential and marginal causal analyses have been applied.

**Fig 9:**
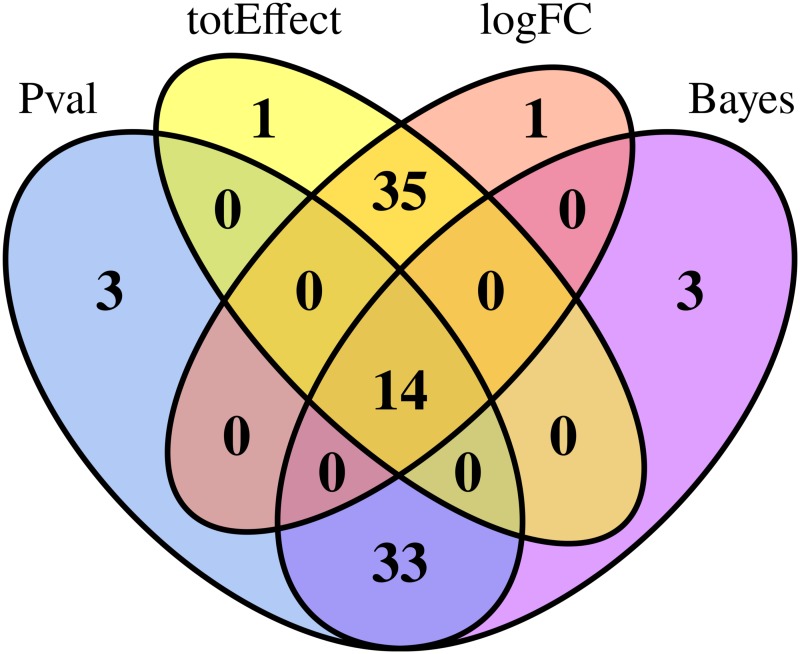
Venn diagram for the top 50 genes ranked according to the differential analysis (p-value or log-fold change) and marginal causal approach (Bayes factor or total causal effects. Ranking was performed from lowest to highest for p-values and highest to lowest for absolute total effect, absolute log fold-change, and Bayes factor.

## Discussion

We have proposed a novel approach to detect marginal causal relationships in high dimensional data when interventions are available for a single node of interest. This method was developed in the context of transcriptomic data, and can be particularly useful to perform a pre-selection of genes prior to a more thorough causal network inference. It is computationally efficient and can be simultaneously applied thousands of genes. In addition, our simulation study illustrated that the proposed method was able to accurately classify between downstream causal relationships and upstream or simple correlation relationships when the underlying DAG is unknown.

We showed that the results of differential analyses comparing KO to WT samples can indeed be interpreted as causal, given their similarity to the causal Gaussian Bayesian network. It is true that the new approach described here provides little or no improvement over classical differential analysis hypothesis tests. However, it is precisely through the new causal interpretation of these classical tests that our approach shows promise. For example, with the development of CRISPR/Cas9 genome editing [26], it is clear that the number of intervention experiments in molecular biology will increase dramatically in the coming years. In this context, although differential analysis is clearly a natural way to deal with fully controlled experiments (like randomized clinical trials), it is not particularly well-adapted for analyzing multi-factorial experiments and/or partially complete intervention designs. 

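At the thresholds of -0.5 for the log10 Bayes factor and 0.05 for the adjusted p, 11365 genes were selected by neither analysis, and all but 209 of the genes selected by limma were also selected by the Bayes factor. A further 2690 were selected by the Bayes factor alone, with unadjusted p-values up to 0.19. The -0.5 threshold, which the paper used on its simulated graph, is not adjusted for the number of genes, while limma's p is. In random splits of the hens, between 464 and 4479 genes passed it, while limma called at most 1. Of simulated genes without a change, 9.07% passed it. Some of the 2690 may therefore have passed without an effect of genotype, and how many was not tested. The genes selected by limma alone had a median absolute correlation with GHR of 0.516 in wild-type hens, against 0.164 in the genes selected by both. Of the genes selected by limma, 83 had a log10 Bayes factor over 0, and their lowest adjusted p was 0.00242.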

For these more complex types of studies, we believe that a test based on causal Gaussian Bayesian networks will be an innovative and efficient way to test and infer causality.

The proposed method relies on structural Gaussian equations, which assume linear relationships and graph acyclicity. Though not always biologically relevant, these assumptions are often made in causal gene network inference as they allow closed-form formulae of the likelihood functions to be obtained, which makes the proposed model very computationally efficient. It would be interesting in the future to evaluate whether results hold under less restrictive assumptions. The method presented here is defined in the context of interventions on one of the nodes of the network. It could similarly be applied to several interventions, if they are assumed independent of one another. However, if the interventions are causally linked, adjustments to the model would have to be considered. Finally, the proposed method was derived within an empirical Bayesian framework, where the maximum likelihood estimators were used. It would be interesting to investigate a fully Bayesian approach, using priors on the parameters that could include informative biological knowledge.

How the deposited data were processed for this re-analysis (not part of the article)

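Liver RNA of 24 dwarf and 24 wild-type hens was measured on 48 single-colour Agilent arrays, 1 per hen. The genotype of each hen, its slide and its day of scanning were taken from the sample labels and the deposited scanner output. The authors deposited the spot intensity values that Agilent Feature Extraction version 10.7.3.1 writes for each array, after background subtraction and detrending and without normalization between arrays. The authors also deposited a matrix of log2 values, which equals the log2 median signal minus the mean of the array (largest difference 4.4e-08) for the 45596 spots that are well above background on at least 16 of the 48 arrays. The paper's text names standard preprocessing and normalization without detail.

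The processed signal of each non-control spot was put on the log2 scale, scaled to the 75th percentile of its array, and averaged over replicate spots. Spots marked as outliers were left out, probes were kept when well above background on at least 18 of 24 arrays of either genotype, and the kept probes of a gene were averaged, with a missing probe value filled from the probe's mean and the array's deviation. Of 58697 probes, 33272 were given a symbol: 14460 through a RefSeq accession, 5161 through a gene number, 1097 through a shared Ensembl gene and 12554 through a symbol. The gene table of the GRCg7b genome was used for names only, and positions are those of the array annotation on galGal3. Of the probes, 11165 share their sequence with another probe.

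Differential expression was tested with limma version 3.58.1 (lmFit and eBayes with default settings) in R version 4.3.3, dwarf against wild type without covariates, and p-values were adjusted by the Benjamini-Hochberg method. The log10 Bayes factor was computed in closed form as 24 times log10 of 1 minus the squared correlation with GHR over 48 hens, minus 12 times log10 of 1 minus the squared correlation over wild-type hens. Tables were handled with data.table 1.17.8 and with pandas 2.3.3 in Python 3.11.15, and figures were drawn with matplotlib 3.10.9. Permutation tests of single values used 100000 resamples and are two-sided. Lower bounds on fold changes, used where a probe was not well above background on any array of a genotype, take as floor the lowest signal well above background on each array, or the probe's own signal where that is higher.

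The method was tested on simulated data with 22841 genes and the same numbers of hens. Of 200 genes given a change, 96% were found at an adjusted p under 0.05 and 99% had a log10 Bayes factor under -0.5. Of 22441 genes without a change, 15 were called by adjusted p and 9.07% had a log10 Bayes factor under -0.5. Of 200 genes correlated with GHR in both groups and without a knock-out effect, 100% had a log10 Bayes factor over 0. Their correlation was set far above 0.168, the median absolute correlation of measured genes with GHR among wild-type hens. The simulated genes were otherwise independent of each other, and a far smaller share was changed than limma called in the hens. These percentages hold for those settings, and weaker correlations, smaller changes and genes correlated with each other were not simulated. The closed form was checked against numerical maximization in 30 genes (largest difference 7.82e-14).

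The comparisons of the genotypes with their tests, the growth hormone axis list and all alternatives but 2 were chosen before the data were examined, and the closing parts name the tests chosen later. The genes named are GHR, the genes of the axis list, and the 10 genes with the lowest and the 5 with the highest log10 Bayes factor among genes with a symbol. HS6ST1 and LOC419409 were added after their values were seen. The values of 1 gene of the axis list, which is included in the counts of that list, are not reported here. The alternatives were background correction by normexp with an offset of 50, quantile normalization, the deposited matrix, no filter on dim probes, a filter on all 48 arrays, the brightest probe of each gene, each probe on its own, slide or day of scanning as a block, eBayes with a trend or with robust moderation, other thresholds, list lengths and sets of genes, each GHR probe in place of their mean, and other values for GHR in dwarf hens. The 2 added after seeing the data were the deposited matrix with GHR set to 0 on its own scale, where 0 is the mean of the array, and each spot of the deposited matrix on its own. The number of arrays limits the precision of every value. The paper's simulated data were not analysed here.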

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

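The test of single GHR probes was chosen after the difference in GHR was seen, and the other tests of this part before.

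The study set the GHR level of the dwarf hens to a value close to zero and did not use the measured one. The measured level drew attention because it is a signal in data the paper did not analyse: GHR was higher in dwarf than in wild-type hens by 0.26 on the log2 scale (limma p = 0.00167, 24 hens per genotype, 20 of 24 dwarf hens above the wild-type mean). The tables argue against 4 technical explanations as the whole cause. If the scaling of the arrays gave the difference, another scaling should remove it. The difference was 0.30 (limma p = 0.000175) after quantile normalization and 0.24 (limma p = 0.0015) in the deposited matrix, which is centred on the array mean. Normexp background correction, which kept the scaling to the 75th percentile, gave 0.24 (limma p = 0.00188). A few of the GHR probes do not carry it, since 19 of 19 were higher in dwarf hens. For slide and brightness it is the balance of the design that argues against them. Each slide held 4 dwarf and 4 wild-type hens, and the mean 75th percentile of the array, its brightness, differed by 0.0057 between the genotypes. Adjusting for either could therefore hardly change the difference. Limma's p was 0.00252 with slide as a block and 0.00113 with brightness as a covariate, where the difference was 0.26. What stays open is a difference in hybridization between the alleles, if the dwarf transcript differs in sequence or length, and a change in other liver RNA against which the arrays are scaled. Neither was tested. A higher transcript level of the inactive receptor may be a biological effect of genotype, as a hypothesis found and tested on the same hens.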

How the results depend on the processing

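The matrix with GHR set to 0 on its own scale and each spot of the matrix on its own were chosen after seeing the data. Over the comparisons' main values and counts, 294 values under alternatives kept their direction and their side of the threshold or stayed within the limit set for a change, 50 moved beyond it and 2 passed a threshold. Of the 294, 83 equal the main value. The difference in GHR kept its sign and p under 0.05 in all 10 alternatives, from 0.24 to 0.32, where 4 of them change the difference itself and the others only its test or the other genes. The number of differentially expressed genes lay between 6304 and 9292 in the 11 alternatives that test genes. The count of the growth hormone axis list, adjusted over all genes, lay between 12, where 20 genes were tested, and 15. Adjusted over the list alone it lay between 12 and 16, with 16 under slide or day of scanning as a block. With each of the 48 hens left out in turn, there were 8540 to 8927 differentially expressed genes and 11015 to 11533 with a log10 Bayes factor under -0.5, and the correlation between the log10 Bayes factor and log10 p lay between 0.979 and 0.986.

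The measured GHR level in dwarf hens in place of 0 changed most. The correlation of the log10 Bayes factor with log10 p was then 0.213 and the rank correlation 0.165, 6108 genes had a log10 Bayes factor under -0.5, and the top 50 lists shared 0 genes for Bayes factor and p-value, 28 for total effect and log fold-change and 0 for all 4. The log10 Bayes factor changed sign for CYP2C18 (1.09), DIO3 (0.167), IGFALS (1.79), IGFBP1 (0.0140), IGFBP3 (0.767), MLF1 (1.42), PRLR (0.115) and SOCS3 (0.150). By its construction this alternative removes the knock-out from the model.

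Testing each probe on its own gave 15604 differentially expressed probes (8085 higher, 7519 lower), 19927 with a log10 Bayes factor under -0.5 and an odds ratio for chromosome Z of 1.16, now with p under 0.05. Each spot of the deposited matrix on its own gave 15779 (8081 higher, 7698 lower), 20169 and 1.16, with a correlation of 0.977 and a rank correlation of 0.881. These counts are over more items, with 40617 probes in the former, and probes of one gene are not independent. A threshold of -2 left 5771 genes, which follows from its construction. Among genes with an adjusted p of 0.05 or more the correlation was 0.612, over a shorter range of p by construction.

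The rank correlation was 0.895 with 1 single GHR probe, 0.861 without a filter on dim probes, 0.879 in the deposited matrix and 0.881 in the matrix with GHR at 0 on its own scale, and the cause was not tested. Lists of 20, 100 and 500 genes shared 18, 94 and 468 genes for Bayes factor and p-value, 20, 100 and 497 for total effect and log fold-change, and 5, 33 and 218 for all 4, in counts that grow with the list by construction.

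The residual standard deviations depended on the processing in most alternatives. Without a filter the lower quartile, median and upper quartile were 0.238, 0.396 and 0.629, with normexp 0.152, 0.195 and 0.265, in the deposited matrix 0.170, 0.218 and 0.295, for its single spots 0.177, 0.223 and 0.302, and with the filter on all 48 arrays 0.183, 0.254 and 0.353. Lower quartile and median were 0.184 and 0.264 with day of scanning as a block and 0.185 and 0.266 with slide as a block. The cause was not tested beyond the filters, which add or remove dim probes by construction.

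For the genes named one by one, 1442 of 1532 values kept their sign and side of the threshold (345 equal the main value), 25 lost the threshold, 6 gained it and 59 changed sign, 13 of them in a value past the threshold or a fold change and 46 in a log10 Bayes factor not past it. Among log10 Bayes factors past the threshold, besides those under measured GHR, single GHR probes changed the sign of the log10 Bayes factor of SCD (0.235, 0.927 and 0.876) and of SOCS3 (0.0373). The brightest probe changed the log2 fold change of AP3S2, which was not past the threshold, to -0.014. Among log10 Bayes factors not past it, single GHR probes changed the sign for ACACA (14 probes), FASN (8, up to 1.63), SOCS1 (7), STAT3 (6), CTCF (3, down to -0.139), CYP2W2 (2, down to -0.470), and 1 each for JAK2, ME1 and TAF2 (-0.129), the brightest probe changed it for JAK2 (0.306), and measured GHR for JAK2 (0.0280) and STAT3 (0.0391). The cause was not tested. Named genes have no value under the alternatives that take each probe or spot on its own. Signal over background limits IGF1, CYP2C18, DIO2 in dwarf hens and DIO3 and NEGR1 in wild-type hens, where a part or all of the arrays are not well above background and the fold change is imprecise or a lower bound.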

Differences from the paper's values

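A value is taken to differ when it is over 1.5 times the other, on the scale given, and the gap is larger than the standard error from leaving out each hen; values near this limit fall on either side by little. The paper's values of σ_G, the residual standard deviation of the knocked-out gene in its simulation, are 0.09 and 0.3. The paper states that the range was chosen based on these data and does not say that it is that of GHR. The standard deviation of GHR in the 24 wild-type hens was 0.183. Of the alternatives set before the data were examined, 24 change this value, and all of these, from 0.171 to 0.325, differ from the paper's 0.09. From the paper's 0.3, 9 of them differ, and the 15 that do not are single GHR probes, with standard deviations from 0.207 to 0.325, the lowest of them close to the limit.

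The lowest log10 p-value in the paper is about -22 in Fig 8, read by eye, and the value over 22908 genes was -41.5. Of the alternatives set before the data were examined, 2 lie within 1.5 times the paper's value on the log10 scale, though the p-values themselves are orders of magnitude apart: normexp background correction, with -32.0, and the filter on all 48 arrays, with -25.2. IGF1 is not among the genes kept by that filter. Of the 12 alternatives that change this value, the other 10 differ by more, the adjusted p-value (-37.2) and the deposited matrix (-35.5) among them. The lowest log10 Bayes factor in the same figure, about -35 read by eye, did not differ by this rule from the -39.99 found here. With the filter on all 48 arrays it was -24.2, farther from the figure's value.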

Other observations

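The tests of the sign of the wild-type correlation and of the form of the total effect and the log fold-change were chosen after the results were seen, and the other tests before.

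Random splits of the 48 hens into groups of 24 were compared with the real genotypes, over 100 splits with the real one included. For the number of differentially expressed genes, 1 of 100 splits, the real one, gave as many as 8853, and the others gave 0 to 1. For the number of genes with a log10 Bayes factor under -0.5, 1 of 100 splits gave as many as 11333, and the others gave 464 to 4479 with a median of 1393. Chance can be excluded for both counts at this number of splits. The Bayes factor also passed its threshold in genes where limma called at most 1.

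The correlation of the log10 Bayes factor with log10 p was 0.984 for the genotypes and at most 0.698 over the other 99 splits, where one group's GHR was also set to 0. These splits have no log10 p under -6.5, and a short range of p lowers r, so they do not decide how far the form of the statistics gives the real value. The term of the Bayes factor from all hens has a rank correlation of 0.999 with log10 p, which is a tie by form. The top 50 lists of Bayes factor and p-value shared 26 to 45 genes in these splits, against 48. The lists of total effect and log fold-change shared a median of 48 genes in the other splits, against 50 for the genotypes, and 4 of the other splits shared as many, so their overlap is consistent with the form of both statistics once GHR is set to 0 in one group.

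Genes over a log10 Bayes factor of 2, which are strongly correlated with GHR among wild-type hens, numbered 136. When GHR values were permuted among the wild-type hens, 5 of 100 permutations gave as many, with a range of 2 to 310 and a median of 21.5, so chance pairing of GHR values with wild-type hens may give this number.

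If the level of active GHR acted within wild-type hens as the knock-out does, the sign of the correlation with GHR among wild-type hens would match the sign of the total effect in called genes. It did in 58.8% of 8834 called genes, with 19 of 100 permutations as high, and in 57.5% in dwarf hens, whose receptor is inactive. The explanation cannot be told apart from chance here, because genes are correlated with each other and the permutations range from 32.1% to 68.9%. The median absolute slope on GHR was 0.218 among wild-type hens and the median absolute total effect 0.0257.

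GHR lies on chromosome Z, and a haplotype of the cock linked to the mutation could differ between the genotypes. On Z, 340 of 801 genes (42.4%) were differentially expressed, against 6374 of 15943 (40.0%) on the other chromosomes (Fisher's exact test, two-sided, odds ratio 1.11, p = 0.172). Within 5 Mb of GHR it was 68 of 137 (49.6%), from 5 to 20 Mb 100 of 247 (40.5%) and beyond 20 Mb 172 of 417 (41.2%). Within 5 Mb against the rest of Z the odds ratio was 1.42 (p = 0.0711). The genes near GHR are too few to decide, and a linked haplotype cannot be told apart from an effect of the mutation for them. PRLR, of the axis list, lies in this region.

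The highest correlation between a pair of arrays was 0.991 and the next 0.990, with a median of 0.979 within and 0.970 between genotypes.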
